A study of Drosophila melanogaster with 12 samples.

How the data were processed

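RNA from sorted enteroblasts was measured in 12 libraries, 3 each for the control, the group labelled svb knockdown, SvbACT and SvbREP. Per the labels, libraries were made with a kit for low amounts of total RNA and sequenced as single reads of 100 nt. The table deposited by the authors holds whole-number read counts per gene and library for 8802 genes with FlyBase identifiers. The aligner, the counting tool, the genome build, the use of strand and the filter that chose these genes are not stated. The log2 fold changes in the table were made by the authors with edgeR, per the file headers and name, and their normalization and model are not stated. The p-values in the table are the authors' unadjusted values for 5 comparisons, and the single column of adjusted p-values deposited equals the Benjamini-Hochberg values of the comparison of SvbACT with SvbREP. The calls, a score of 1, 0 or -1 per gene and comparison deposited by the authors, equal an adjusted p under 0.05 for all 8802 genes. Only the counts entered the fits, and the authors' other columns were used for comparison.

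Groups and replicate numbers came from the sample labels. Columns of the table were matched to samples by the sample descriptions. Symbols, positions and exon overlaps came from the BDGP6.54 annotation of Ensembl release 115, which may differ from the build the authors used. A symbol was found for 8686 genes, and the 116 genes without 1 were tested but are not named. Of the 8802 genes, 18 had no counts in any library.

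Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with the groups, which left 8069, and libraries were scaled by TMM. A model with 1 mean per group was fitted to all 12 libraries by quasi-likelihood (glmQLFit with robust estimation). Each of the 4 comparisons used edgeR's quasi-likelihood F test, with Benjamini-Hochberg adjustment within the comparison and a threshold of 0.05. The SE of a log2 fold change was its size divided by the square root of F. CPM values used TMM-scaled totals, and their SD was taken over 3 replicates. Replicates were made on different days per the labels, but it is not stated that a number names the same day in every group. The replicate number was therefore a block only in an alternative, and the correlation of same-numbered libraries' deviations from their group means was computed as a check of the pairing.

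The correlation across genes used log2 fold changes with a prior count of 2 and was compared with all 100 combinations of the splits of both pairs of groups. Gene sets were tested with camera in limma 3.58.1 at an inter-gene correlation of 0.01. The 8 gene lists were written from general knowledge before the data were examined, and a list needed 4 tested genes. Their 32 tests were adjusted together. Camera p-values are two-sided. Named genes followed a rule written before the data were examined. It took ovo, and for each comparison up to 3 genes with the largest increase and up to 3 with the largest decrease among those with an adjusted p under 0.05, a mean of at least 2 on the log2 CPM scale and no overlap between the groups' replicates. It added up to 5 genes changed in opposite directions by SvbACT and SvbREP, with the largest difference between these groups, and list genes past 0.05 when adjusted over their own list. Of the list genes, most of those also past 0.05 over all genes are given, and the others are counted. lncRNA:CR44833 was added after its values were seen.

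The pipeline was tested on simulated counts with the same groups and totals, and with each gene's dispersion taken from the fitted trend. Genes were drawn independently and no library was set apart from its group. The simulation therefore does not show the error rates under correlated genes or an outlying library. Of 200 changed genes, 194 were tested and 130 (67%) were called, with 2 false calls. Among changes of at least 2 on the log2 scale, 115 of 132 were called (87.1%). A comparison with no change gave 0 calls. A shifted set of 50 genes had a camera p of 2.82e-50 and an unchanged set of 49 genes 0.213.

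Totals ran from 2186283 to 7444253 counts per library. The floor was 3 counts, and a fold against a group whose libraries all lay at or under it was computed against the floor as a lower bound. Reads carried no molecular identifiers, so floors cover counting error only. Alternatives changed the scaling, the filter on low counts, the tool (DESeq2 1.42.0), the libraries in the fit, the replicate block, robust estimation, abundant genes, an effect size threshold and each replicate in turn. A likelihood ratio test, a gene-length offset (with and without the replicate block) and thinning to the smallest total were added after the data were seen. Raw reads were not analysed here, so reads from the hairpin or the transgenes were not separated from those of the gene.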

Results

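RNA was sequenced from sorted enteroblasts of the adult fly midgut, the progenitor cells that lie between the intestinal stem cells and the absorptive enterocytes. The cells came from the posterior midgut of virgin females that were 9 days old after 6 days at 29 °C. They carried the esg-Gal4 driver, a UAS-GFP reporter and the heat-sensitive Gal80 repressor, so that transgenes under UAS control were switched on in cells expressing escargot during those 6 days. Cells with high GFP signal and large size were collected. The 12 libraries fell into 4 groups of 3 replicates. The control group was the driver line crossed to the wild-type strain Canton-S. The second group carried a hairpin against Shavenbaby (svb), a transcription factor encoded by the gene ovo. The SvbACT group overexpressed a GFP-tagged constitutive activator form of the protein, and the SvbREP group overexpressed a GFP-tagged mutant form whose label names it the constitutive repressor. The comparisons asked which genes depend on Shavenbaby in enteroblasts and which respond to its activator and repressor forms.

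The table of counts held 8802 genes. Library totals ran from 2186283 to 7444253 counts. The control replicates had 4303746, 7114312 and 3853072 counts, and the libraries labelled svb knockdown had 3110008, 5511913 and 6205288. SvbACT replicates had 6153179, 4279512 and 5615977 counts, and SvbREP replicates had 6282291, 7444253 and 2186283. At these totals a level of 3 counts corresponded to between 0.403 and 1.37 CPM, where CPM is the count scaled to a common library size, and this floor covers counting error only. SvbREP replicate 3, the shallowest library, had no counts for 1013 genes (11.5% of the table), against 298 and 423 genes for SvbREP replicates 1 and 2. SvbACT replicates 2 and 3 had no counts for 930 and 895 genes, although their totals were well above that of SvbREP replicate 3. After filtering, 8069 genes were tested, and the common biological coefficient of variation between replicates was 34.6%.

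Spearman correlations of log2 CPM across genes ranged from 0.921 to 0.973 between replicates of the same group (median 0.962) and from 0.878 to 0.962 between libraries of different groups (median 0.93). Replicate counts differed by far more than sampling noise, with a chi-square per degree of freedom between 15.6 and 72.9, so no library was a copy of another. On the first principal component, which held 23.2% of the variance, the libraries labelled svb knockdown lay between -51.64 and -40.8 and the other libraries between -8.9 and 52.91. On the second, with 20.5%, the SvbACT libraries lay between -57.04 and -36.84 and the SvbREP libraries between 21.79 and 54.23. SvbREP replicate 3 was the library farthest from its group, with rank correlations of 0.921 and 0.941 to SvbREP replicates 1 and 2, which correlated with each other at 0.972.

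**Figure D1:**
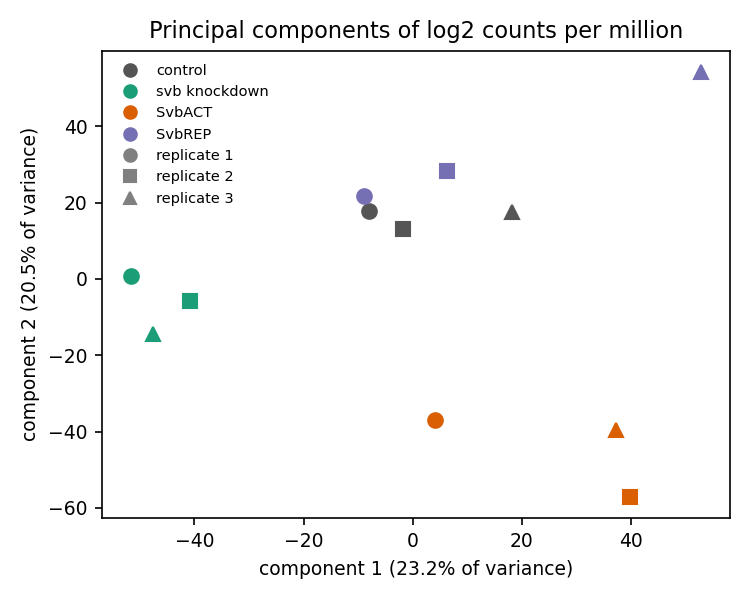
Principal components of log2 CPM over 8069 genes, with component 1 (23.2% of the variance) on the horizontal axis and component 2 (20.5%) on the vertical axis, where each point is a library, colour marks the group by label and the symbol marks the replicate. The libraries labelled svb knockdown lie at -40.8 or lower on component 1, the SvbACT libraries at -36.84 or lower on component 2, and SvbREP replicate 3 lies apart at 52.91 and 54.23.

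The targeted gene was examined first. ovo (FBgn0003028) lies on chromosome X from 5048273 to 5070929 on the plus strand of the BDGP6.54 annotation. It had 9, 117 and 1 counts in the control libraries and 195, 126 and 97 counts in the libraries labelled svb knockdown. The level was 6.29 ± 8.76 CPM in control and 32.4 ± 25.02 CPM in the libraries labelled svb knockdown (SD, n = 3 each), so ovo reads were not lower under the knockdown label. The log2 fold change was 2.16 ± 0.83 (SE) with an adjusted p of 0.179 in edgeR's quasi-likelihood test. The gene thus did not pass the threshold after adjustment over all 8069 tested genes. The ranges of the replicates overlapped slightly, at 0.279 to 16.3 CPM in control and 15.4 to 61.1 CPM under the knockdown label. With the replicate number as a block, the adjusted p was 0.275. The setting that moved this value most left out control replicate 2, which gave a log2 fold change of 4.62 and an adjusted p of 0.00317. A fall of the targeted transcript was therefore not seen in these gene-level counts, and the group is called by its label throughout. ovo reached 2215 ± 337 CPM in SvbACT and 1433 ± 320.1 CPM in SvbREP (SD, n = 3 each), with log2 fold changes over control of 8.29 ± 1.01 (adjusted p 0.00111) and 7.66 ± 0.98 (adjusted p 0.00381). With the replicate block these adjusted p-values were 0.00811 and 0.0147. The ovo CPM of the 3 SvbACT libraries (2005 to 2604) lay above that of the 3 SvbREP libraries (1111 to 1751), but the log2 fold change of 0.63 ± 0.72 did not pass the threshold (adjusted p 0.723), so a difference was neither shown nor excluded.

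The exons of ovo overlap those of lncRNA:CR44833 (FBgn0266096), which lies on the minus strand of chromosome X from 4956646 to 5063868, and the counting is not stated to use strand, so the levels of both genes are uncertain. lncRNA:CR44833, singled out after its values were seen, rose from 2.60 ± 2.01 CPM in control to 37.0 ± 8.83 CPM in the libraries labelled svb knockdown (SD, n = 3 each), a log2 fold change of 3.76 ± 0.54 with an adjusted p of 0.000211. Its level was 2.41 ± 0.89 CPM in SvbACT, where the mean ovo level was highest, and 20.2 ± 5.27 CPM in SvbREP.

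**Figure D2:**
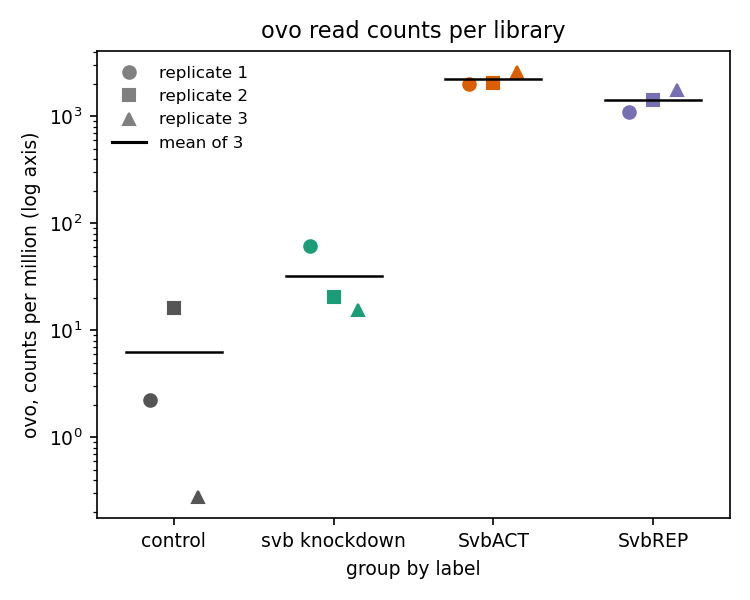
CPM of ovo on a log axis for each of the 12 libraries, grouped by label, where symbols mark the replicates and horizontal lines the group means. Means were 6.29 CPM in control, 32.4 in the libraries labelled svb knockdown, 2215 in SvbACT and 1433 in SvbREP.

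The libraries labelled svb knockdown were compared with control to find genes that change when svb is targeted. At an adjusted p under 0.05, 686 of 8069 genes were called, of which 149 were higher and 537 lower, so that 78.3% of the calls were lower. Because ovo reads were not lower in these libraries, the directions are those of the labelled groups and not of a measured loss of the transcript. With the replicate number as a block, 864 genes were called, 680 of them shared with the fit without it. Same-numbered control and knockdown-labelled libraries deviated together only weakly, with a mean correlation of their deviations from the group means of 0.147. Among settings that kept all replicates of the groups compared, the one that moved the count most used only those 6 libraries and gave 1091 genes, and leaving out a replicate gave 407 to 549. Among called genes with a mean of at least 2 on the log2 CPM scale and no overlap between the groups' replicates, the largest increases were in NKCC, rdo and ftz. NKCC (FBgn0051547, chromosome 3R from 5489505 to 5502702) went from 2.70 ± 0.77 CPM to 619.9 ± 72.6 CPM (SD, n = 3 each), a log2 fold change of 7.82 ± 0.68 with an adjusted p of 1.69e-05. rdo (FBgn0243486, 2L from 18012380 to 18070246) rose by 5.47 ± 0.90 on the log2 scale (adjusted p 0.00063), and ftz (FBgn0001077, 3R from 6864324 to 6866244) by 5.34 ± 0.67 (adjusted p 5.84e-05).

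Under the same limits, the largest decreases in the libraries labelled svb knockdown were in CG17145, stl and Octbeta2R. CG17145 (FBgn0036953, 3L from 20221814 to 20223197) went from 55.3 ± 13.5 CPM to 0.42 ± 0.73 CPM (SD, n = 3 each), with a log2 fold change of -6.71 ± 1.41 and an adjusted p of 0.0136. It lost its call when any of the knockdown-labelled replicates was left out. stl (FBgn0086408, 2R from 22807860 to 22815993) had a log2 fold change of -6.35 ± 0.75 (adjusted p 0.000347). Octbeta2R (FBgn0038063, 3R from 12550625 to 12595725) went from 109 ± 22.7 CPM to 2.01 ± 0.76 CPM, with a log2 fold change of -5.82 ± 0.39 and an adjusted p of 1.2e-07. The annotation places a microRNA gene within its exons.

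**Figure D3:**
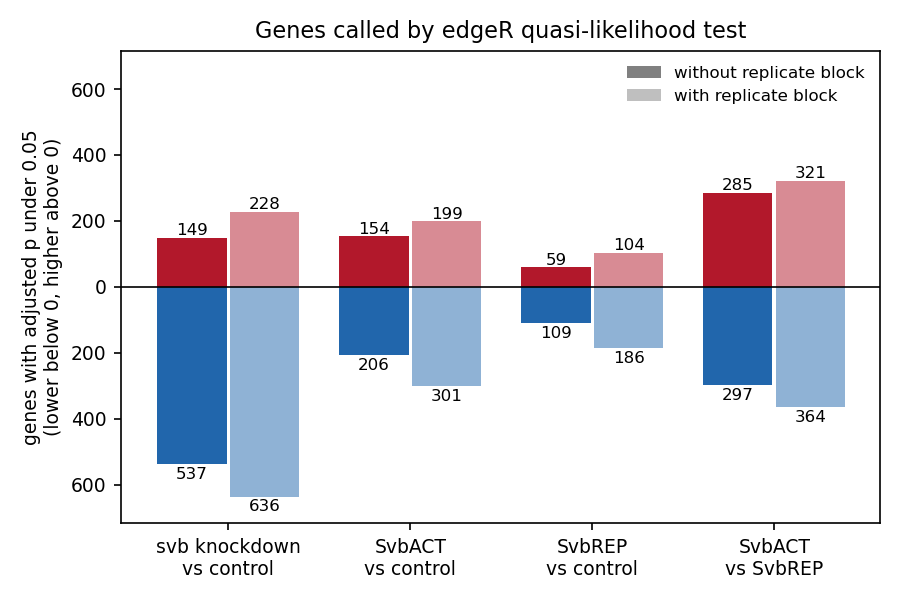
Number of genes with an adjusted p under 0.05 in edgeR's quasi-likelihood test for each comparison, with genes higher in the group named first above 0 and genes lower below 0, dark bars without and pale bars with the replicate block. The comparison under the knockdown label had 149 higher and 537 lower genes without the block and 228 and 636 with it.

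SvbACT was compared with control to find genes that respond to the activator form. The comparison called 360 genes, 154 higher and 206 lower. Among settings that kept all replicates, edgeR's likelihood ratio test, added after the data were seen, moved this count most, to 629 genes, and leaving out a replicate gave 175 to 279. Under the limits on expression and overlap, the largest increases besides ovo were in NT5E-2 and CG33181. NT5E-2 (FBgn0050104, 2R from 17485002 to 17493169) rose from 1.13 ± 0.76 CPM to 107 ± 17.9 CPM (SD, n = 3 each), a log2 fold change of 6.57 ± 0.48 with an adjusted p of 1.99e-07. CG33181 (FBgn0053181, X from 8489348 to 8517029) rose by 5.42 ± 0.66 on the log2 scale (adjusted p 0.000119). NT5E-2 shares exon sequence with CG43110 and CG33181 with otu, so both levels are uncertain to that extent. The largest decreases under these limits were in asRNA:CR45600, CG6912 and AdoR, and genes with a lower mean level, Syt4, CG3984 and Cht2 among them, had larger estimated decreases than AdoR. asRNA:CR45600 (FBgn0267160, 3R from 15136985 to 15140121, minus strand) had 76.5 ± 6.25 CPM in control and at most 2 counts in any SvbACT library, and was at least 129-fold lower (adjusted p 3.72e-08). It overlaps exons of CG6912, CG3984 and CG3987, so the 4 genes could not be told apart fully in counts without strand. CG6912 (FBgn0038290, 3R from 15135138 to 15137004) had a log2 fold change of -7.02 ± 0.79 (adjusted p 0.000208), and AdoR (FBgn0039747, 3R from 30134856 to 30149606, with exons overlapped by asRNA:CR46082) one of -4.14 ± 0.63 (adjusted p 0.00226). AdoR lost its call with only the groups compared in the fit.

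SvbREP was compared with control to find genes that respond to the repressor form. The comparison called 168 genes, 59 higher and 109 lower (64.9% lower). The likelihood ratio test, added after the data were seen, gave 334 genes, and leaving out a replicate gave 54 to 242. The 242 came from the fit without SvbREP replicate 3, the library farthest from its group, and included 137 of the 168. The other fits without a replicate gave at most 124, so the count depends strongly on that library. With a gene-length offset, also added after the data were seen, the split was 77 higher and 82 lower (51.6% lower). The majority switched with only the groups compared in the fit, where 121 genes were called, 65 higher and 56 lower (46.3% lower). With the replicate block, 290 genes were called, 167 of them shared with the fit without it, and the mean correlation of same-numbered deviations was 0.18. Under the limits on expression and overlap, the largest increases besides ovo were in nAChRalpha4 (FBgn0266347, 3L from 23206669 to 23287448), with a log2 fold change of 4.36 ± 0.77 and an adjusted p of 0.00563, and acs (FBgn0035300, 3L from 1971638 to 1974285), with 4.25 ± 0.72 and an adjusted p of 0.00524. Exons of nAChRalpha4 are overlapped by lncRNA:CR46475. The largest decreases under these limits were in Syt4, CG6912 and CG3984. CG6912 fell by 5.81 ± 0.72 on the log2 scale (adjusted p 0.00122) and CG3984 (FBgn0038291, 3R from 15137148 to 15139007) fell by 4.87 ± 0.67 (adjusted p 0.000758), and both are overlapped by asRNA:CR45600.

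Syt4 (FBgn0028400, 3R from 7266065 to 7270809) was lower in the 3 other groups than in control. It had 38.5 ± 1.30 CPM in control, 0.74 ± 0.65 CPM in the libraries labelled svb knockdown and 0.20 ± 0.35 CPM in SvbREP (SD, n = 3 each), and no counts in any SvbACT library. Its log2 fold changes were -5.79 ± 0.83 in the knockdown-labelled comparison (adjusted p 0.000352) and -7.19 ± 0.93 in SvbREP (adjusted p 0.0008). It was at least 65-fold lower in SvbACT than in control (adjusted p 0.000107). Across all tested genes, 944 were called in at least 1 of the 3 comparisons with control. Of these, 20 changed in the same direction in all 3, 16 of them lower and 4 higher than control. Control, crossed to Canton-S, was the only group without a hairpin or an Svb transgene. For these 20 genes, Syt4 included, an effect of Svb cannot be told apart from a difference in strain background.

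SvbACT and SvbREP were compared directly. The comparison called 582 genes, 285 higher and 297 lower in SvbACT. With the replicate block, 685 genes were called, 572 of them shared, at a mean correlation of same-numbered deviations of 0.138. NT5E-2 was higher in SvbACT by 7.60 ± 0.52 on the log2 scale (adjusted p 5.09e-08), GstT4 by 6.10 ± 0.42 (adjusted p 5.54e-08) and CG33181 by 6.08 ± 0.70 (adjusted p 4.01e-05). sna (FBgn0003448, 2L from 15476593 to 15478260) had no counts in any SvbACT library and 48.0 ± 26.3 CPM in SvbREP (SD, n = 3), and was at least 81.1-fold lower in SvbACT (adjusted p 0.00886). Cht2 (FBgn0022702, 3L from 1752328 to 1755934, sharing exon sequence with CG13921) had a log2 fold change of -6.23 ± 1.02 (adjusted p 0.00199).

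SvbACT and SvbREP carry forms of opposite activity, so genes moved in opposite directions from control were counted. Of 62 genes called in both comparisons with control, 23 changed in opposite directions and 39 in the same direction. Both comparisons share the 3 control libraries, which favours the same direction. No value for unrelated changes was computed, so the balance of 39 and 23 is descriptive only. Among the 23, 15 were higher in SvbACT and lower in SvbREP and 8 were the reverse. Among the 39, 15 were higher in both and 24 lower in both. With the replicate block, 39 genes changed in opposite directions, DESeq2's Wald test gave 49, and leaving out a replicate gave 9 to 40. The 40 came from the fit without SvbREP replicate 3. GstT4 (FBgn0030484, X from 13404749 to 13409323) had 11.3 ± 3.60 CPM in control, 129 ± 20.98 CPM in SvbACT and 2.13 ± 1.07 CPM in SvbREP (SD, n = 3 each), with log2 fold changes of 3.50 ± 0.35 (adjusted p 8.72e-06) and -2.59 ± 0.41 (adjusted p 0.00211). Its level was also lower in the libraries labelled svb knockdown, at 1.82 ± 0.84 CPM and a log2 fold change of -2.58 ± 0.40 (adjusted p 0.000381). Prosap (FBgn0040752, 2R from 14060456 to 14140902) rose by 3.17 ± 0.29 in SvbACT and fell by 1.66 ± 0.29 in SvbREP on the log2 scale, and rose by 1.51 ± 0.27 in the libraries labelled svb knockdown (adjusted p 3.15e-06, 0.00518 and 0.00152).

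CG42524, CG6330 and CG3987 moved the other way, lower in SvbACT and higher in SvbREP. CG42524 (FBgn0260429, 2R from 15613854 to 15657214, with a microRNA gene within its exons) had log2 fold changes of -2.57 ± 0.27 in SvbACT (adjusted p 1.55e-05) and 2.58 ± 0.25 in SvbREP (adjusted p 1.94e-05). CG6330 (FBgn0039464, 3R from 26949692 to 26958491) had log2 fold changes of -2.92 ± 0.40 (adjusted p 0.000208) and 1.53 ± 0.34 (adjusted p 0.024), and 1.24 ± 0.34 in the knockdown-labelled comparison (adjusted p 0.0281). CG3987 (FBgn0038292, 3R from 15139958 to 15141715), overlapped by asRNA:CR45600, had log2 fold changes of -1.50 ± 0.35 (adjusted p 0.0189) and 2.93 ± 0.34 (adjusted p 0.000181).

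**Figure D4:**
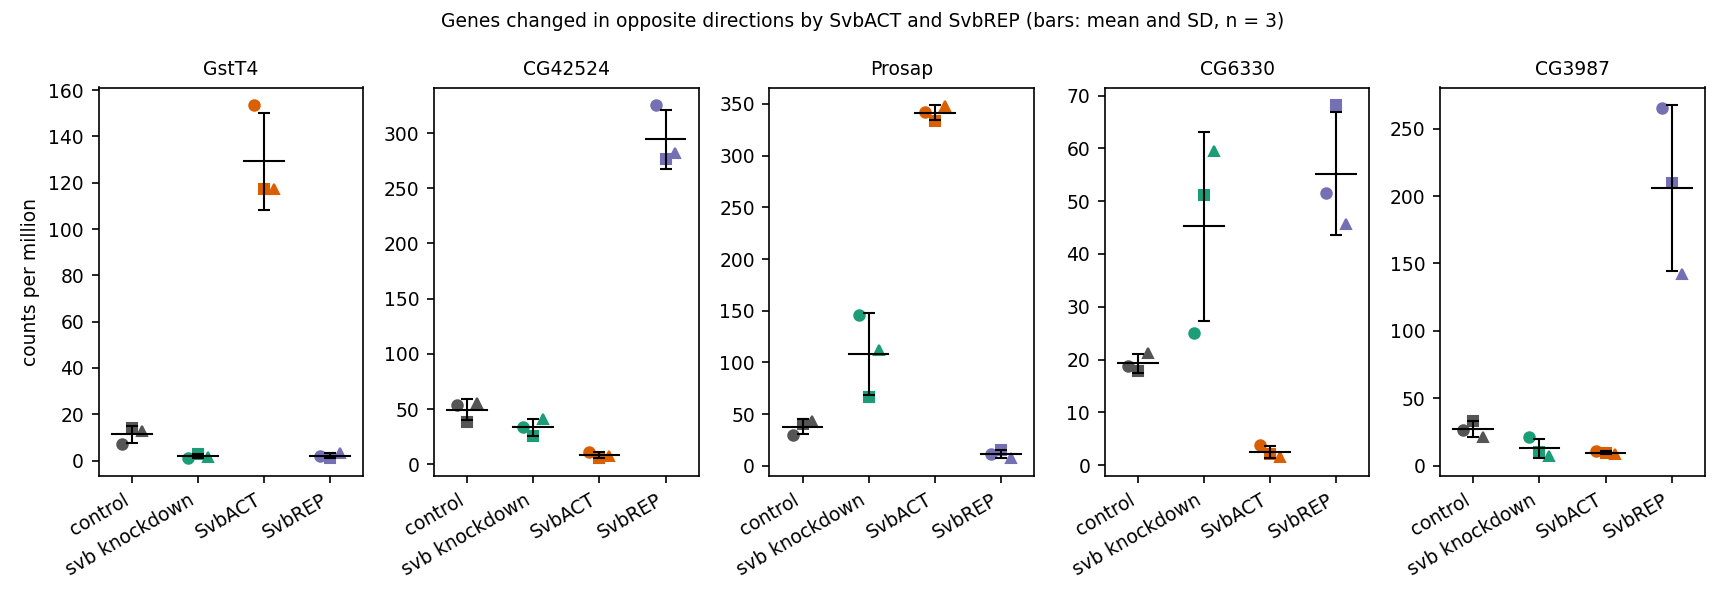
CPM of GstT4, CG42524, Prosap, CG6330 and CG3987 in each library by group, on linear axes that differ between panels, with points for replicates and bars for the mean and SD of 3. GstT4 and Prosap are highest in SvbACT (means 129 and 342 CPM), and CG42524, CG6330 and CG3987 are highest in SvbREP (means 294, 55.2 and 206 CPM).

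The effect of the knockdown label was then set against the difference between SvbREP and SvbACT, which rests on other libraries. Across the 8069 tested genes the log2 fold changes of the knockdown-labelled libraries over control and of SvbREP over SvbACT had a Pearson r of -0.064 and a Spearman rho of -0.07. Genes are not independent replicates. Of the 100 combinations of splits of the libraries, the real one included, 56 gave an absolute Pearson r as large, so no relation was detectable. The genes called between SvbACT and SvbREP were also tested as sets in the knockdown-labelled comparison with limma's camera. The 285 genes higher in SvbACT had a mean log2 fold change of -0.25, with 183 of them below 0 (camera p 2.39e-05). The 297 genes lower in SvbACT had a mean of -0.70, with 220 of them below 0 (camera p 4.2e-16). With the inter-gene correlation estimated from the data, these p-values were 0.0206 and 0.00182. Both sets were thus lower under the knockdown label, in which ovo reads were not lower, against a mean of -0.04 over all tested genes. Of all genes called under that label, 78.3% were lower. No comparison was made with genes of similar variability, so the shift cannot be tied to the difference between SvbACT and SvbREP. With the replicate block the sets held 321 and 364 genes, with means of -0.26 (camera p 6.28e-06) and -0.68 (camera p 4.64e-16), at a same-number correlation of 0.147. Of 196 genes called in both comparisons, 91 were lower in both, 22 were higher in both, 67 were lower under the knockdown label and higher in SvbACT, and 16 were the reverse.

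Gene lists for cell types and processes, written before the data were examined, were tested in each of the 4 comparisons, which made 32 tests with p-values adjusted over all of them. With camera at an inter-gene correlation of 0.01, 6 tests had an adjusted p under 0.05. When the inter-gene correlation was estimated from the data, 0 did. The 16 tested proliferation genes were higher than control on average in SvbACT (mean log2 fold change 0.80, adjusted p 0.000275), in SvbREP (0.69, adjusted p 9.55e-05) and in the libraries labelled svb knockdown (0.53, adjusted p 0.0256). With the replicate block the adjusted p-values were 6.62e-06, 2.07e-06 and 0.00835. Each of these 3 lost its call when control replicate 3 was left out, with adjusted p-values of 0.0526, 0.0526 and 0.429. The replicates numbered 3 were the lowest of their group for 16 of the 16 genes in control and 14 in the libraries labelled svb knockdown. They were the lowest for 11 in SvbACT and 13 in SvbREP. Leaving out only control replicate 3 thus took a low library from 1 group and not from the others. No fit left out all replicates numbered 3, so whether this explains the lost calls was not tested. The 10 visceral muscle genes were lower in the libraries labelled svb knockdown (mean -1.70, adjusted p 0.0241, block 0.0451) and in SvbREP (mean -1.32, adjusted p 0.00915, block 0.0178). The 5 progenitor markers tested were lower on average in the libraries labelled svb knockdown (mean -0.56, 3 of 5 below 0, adjusted p 0.0435, block 0.0451). No call was made for the epidermal targets of Svb, of which 6 of 16 were tested, in any comparison, nor for the Notch response, enterocyte, enteroendocrine and Svb processing lists.

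Of the 78 tested genes on the lists, 13 had a p adjusted over their own list under 0.05 in the knockdown-labelled comparison, against 7 with adjustment over all genes. The corresponding counts were 8 and 4 in SvbACT, 9 and 3 in SvbREP, and 14 and 9 between SvbACT and SvbREP. These counts are from the fit without the replicate block. With the block, the list genes called over all genes kept their calls and others were added. Among those added were CycE and ex in SvbREP (adjusted p 0.00442 and 0.0413) and stg and aurA in SvbACT (adjusted p 0.012 and 0.0193). Among the progenitor markers, zfh2 (FBgn0004607, chromosome 4 from 501810 to 540874, sharing exon sequence with Tdg) had 2718 ± 394 CPM in control, 1171 ± 313 CPM in the libraries labelled svb knockdown, 3234 ± 573 CPM in SvbACT and 1366 ± 130.0 CPM in SvbREP (SD, n = 3 each). Its log2 fold changes from control were -1.22 ± 0.22 under the knockdown label (adjusted p 0.0015) and -0.99 ± 0.22 in SvbREP (adjusted p 0.0224), and it was higher in SvbACT than in SvbREP by 1.24 ± 0.22 (adjusted p 0.00161). Sox100B (FBgn0024288) fell by 0.98 ± 0.19 and klu (FBgn0013469) fell by 0.97 ± 0.20 on the log2 scale under the knockdown label (adjusted p 0.0024 and 0.00394). The enterocyte markers Myo31DF (FBgn0086347) and Mal-A6 (FBgn0050360) had log2 fold changes of -1.19 ± 0.19 and -3.35 ± 0.68 there (adjusted p 0.000608 and 0.00799). Tm1 (FBgn0003721), from the visceral muscle list, fell by 1.08 ± 0.23 (adjusted p 0.00542). In control Tm1 had 1668 CPM, against 109 for how, 11.5 for Mhc and 8.25 for bt on the same list. Its reads can therefore not be taken as muscle RNA. Exons of Myo31DF are overlapped by asRNA:CR44224 and those of Tm1 by l(3)neo43.

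Between SvbACT and SvbREP, the cell cycle gene stg (FBgn0003525) was higher in SvbACT by 3.10 ± 0.63 on the log2 scale (adjusted p 0.00691) and E(spl)m3-HLH (FBgn0002609) by 1.25 ± 0.25 (adjusted p 0.00427). The enterocyte markers Myo31DF and Mal-A6 were lower in SvbACT, with log2 fold changes of -0.98 ± 0.19 and -2.44 ± 0.61 (adjusted p 0.0035 and 0.0305). They do not stand for their list. Its 19 tested genes had a mean log2 fold change of 1.07, with 5 below 0, and no call (camera adjusted p 0.514). Mal-A6 in SvbREP was highest in replicate 3, at 285 CPM against 57.4 and 92.1 in replicates 1 and 2. The other list genes called over all genes, zfh2, wupA, how, NPF and ex, were higher in SvbACT than in SvbREP. wupA (FBgn0283471) had at most 1 count in any SvbREP library and was at least 11.7-fold higher in SvbACT (adjusted p 0.00939). NPF (FBgn0027109) had no counts in control and 6.38 ± 7.12 CPM in SvbACT (SD, n = 3), and was at least 9.54-fold higher (adjusted p 0.041), with an SD larger than its mean. cyr (FBgn0030001), the only tested epidermal target called, fell by 1.69 ± 0.40 in SvbACT (adjusted p 0.0221), and Diap1 (FBgn0260635, overlapped by asRNA:CR45889) fell by 0.64 ± 0.17 there (adjusted p 0.0338). Both lost their calls in several fits that left out a replicate.

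The authors' deposited table holds their own log2 fold changes, p-values and calls for 5 comparisons. In the authors' deposited table, 828 genes were called under the knockdown label (228 higher, 600 lower), 575 in SvbACT (252 higher, 323 lower), 296 in SvbREP (148 higher, 148 lower) and 805 between SvbACT and SvbREP (345 higher, 460 lower). It also gives 938 calls between SvbACT and the libraries labelled svb knockdown in the authors' deposited table, 611 of them higher in SvbACT. The quasi-likelihood calls shared 680, 360, 166 and 577 genes with the first 4 of these comparisons in the authors' deposited table, all in the same direction. For ovo under the knockdown label the authors' deposited table lists a log2 fold change of 2.31 and an unadjusted p of 0.000765, and calls the gene higher, where the quasi-likelihood test did not.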

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

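The alternatives and the tests of the report were chosen before the data were examined, with these exceptions. The likelihood ratio test, the gene-length offset with and without the replicate block, and thinning to the smallest library were chosen after seeing the data. The tests of enterocyte RNA and of spill-over on genes at the floor, given under Other observations, were chosen after the result was seen. lncRNA:CR44833 was singled out after its values were seen. The likelihood ratio test, the gene-length offset and thinning enter the counts given in this part. Among the gene and list results recomputed under the alternatives, none reversed its sign. Fold changes close to 0 or far from the threshold were not all recomputed. The majority direction of the called genes did switch in 4 fits. For SvbREP against control it went from 59 higher and 109 lower to 65 higher and 56 lower with only the groups compared. For SvbACT against SvbREP it went from 285 higher and 297 lower to 226 and 219 without SvbACT replicate 2, 210 and 206 without SvbACT replicate 3, and 179 and 176 without SvbREP replicate 2. The cause was not tested. The alternatives for a table of normalized values were not run, because the table holds counts.

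Counts of called genes moved by more than 1.5 times in these settings, and the cause was not tested. With only the groups compared in the fit, 1091 genes were called for the libraries labelled svb knockdown against control and 340 for SvbACT against SvbREP. DESeq2's Wald test called 616 genes for SvbACT and 321 for SvbREP against control, and 49 genes in opposite directions. The likelihood ratio test called 629, 334 and 47 for these results. The replicate block called 290 genes for SvbREP and 39 in opposite directions, and with the gene-length offset as well, 253 and 38. For SvbACT against control the block called 500 genes, 358 of them shared with the fit without it, at a same-number correlation of 0.065.

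Over 14 other settings the counts ran from 510 to 1091 for the libraries labelled svb knockdown, 275 to 629 for SvbACT, 121 to 334 for SvbREP, 340 to 837 for SvbACT against SvbREP and 18 to 49 for opposite directions. Leaving out each replicate in turn gave 407 to 549, 175 to 279, 54 to 242, 355 to 599 and 9 to 40. The 242 and the 40 came from the fit without SvbREP replicate 3, against 168 and 23 with all libraries. Each fit without a replicate has fewer libraries, and the effect of the number of libraries was not separated from that of the replicate. Upper-quartile scaling moved the median log2 fold change of all genes under the knockdown label to 0.121, from 0.023.

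The log2 fold change of ovo under the knockdown label was 2.31 with an adjusted p of 0.0178 in the likelihood ratio test. It was above 0 in each of the 6 other settings in which it was recomputed, where the adjusted p ran from 0.0178 to 0.275. Across fits that each left out a replicate, this log2 fold change was 1.39 to 4.62, with adjusted p from 0.00317 to 0.493. Only the fit without control replicate 2, which holds 117 of the control reads, passed 0.05. The cause was not tested.

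With the inter-gene correlation estimated, 0 gene lists had an adjusted p under 0.05, against 6 at 0.01, and the counts were 2 to 8 with a replicate left out. The cause was not tested. Control replicate 3 was the lowest control library for 16 of the 16 proliferation genes. The replicates numbered 3 were low in the other groups too, but no fit left out all of them. The 3 proliferation results lost their calls without control replicate 3, and that under the knockdown label also without its replicates 1 and 2. The muscle results lost theirs without control replicate 2, and the progenitor result in 5 of 6 fits. All kept their direction. The correlation across genes stayed between -0.105 and -0.003 with a replicate left out. Both sets of genes that differ between SvbACT and SvbREP kept a mean below 0 under the knockdown label, from -0.374 to -0.156 for the higher and -0.862 to -0.524 for the lower set.

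Among 75 results for named genes and lists, 36 kept their side of the threshold in every alternative run, 34 changed side in at least 1 other setting and 25 with at least 1 replicate left out. Of their values in other settings, 821 kept side, 24 were weaker and 68 stronger. With a replicate left out, 382 kept side, 61 were weaker and 7 stronger. The depth limits genes near the floor, where ovo in control and genes such as NPF rest on few reads.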

Other observations

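The tests chosen only after the result was seen were those of enterocyte RNA and of spill-over on genes at the floor in control and SvbREP, and the gene-length offset and thinning were also chosen after seeing the data.

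For each of the 4 comparisons, 1 of the 4 splits of its 6 libraries that part all 3 same-numbered pairs, the real one, gave as many genes with an adjusted p under 0.05. The other 6 of the 10 splits part 1 pair, and none of them gave as many either. With 3 libraries against 3 the share cannot fall under 0.05, so these counts alone cannot exclude a coincidence of the grouping. The other splits gave 0 genes at an adjusted p under 0.05. At an unadjusted p under 0.05 they gave 62 to 217 genes against 1532 for the knockdown label, 166 to 545 against 1372 for SvbACT, 82 to 817 against 1043 for SvbREP and 253 to 1239 against 1554 for SvbACT against SvbREP. For the correlation of the effect of the knockdown label with the difference of SvbREP from SvbACT, 56 of 100 combinations gave an absolute value as large.

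ovo reads in the libraries labelled svb knockdown stood at 1.58% of their SvbACT level. A candidate explanation is reads spilled over from the SvbACT libraries. The 7 other genes found almost only in SvbACT stood at 4.57% of their SvbACT level in the knockdown-labelled libraries, with 544 counts against 163 expected at the share of ovo in each library. This sum rests mostly on piwi, at 6.08%, which also has reads in control. Of the others, NT5E-2 had 12 counts against 20.2 expected, mfr 4 against 7.5 and dpp 3 against 4.56, below that share. NT5E-2 was also lower in the knockdown-labelled libraries (0.82 CPM) than in control (1.07 CPM). Col4a1 had 7 counts against 5.75 expected and CG34370 had 7 against 5.99, slightly above it, and CG33181 had 51 against 14.1. Counts are small for most of these genes and they lie on both sides of the share of ovo, so they do not settle the question. Among 30 genes at or under 3 counts in each control and SvbREP library, the counts were 1300% of those expected, 358 against 27.5, with 95 and 47 of the counts from 2 genes, while 9 of the 30 genes had 0 counts in all knockdown-labelled libraries. The sum is far above what spill-over at the share of ovo would give, and few counts were expected per gene, so these genes do not settle the question either. Reads from the hairpin, or from lncRNA:CR44833 on the other strand, could also add to ovo, and gene-level counts cannot tell these apart. No biological explanation was tested.

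Of the genes called under the knockdown label, 78.3% were lower. The lowest share over 3 other scalings was 69.9%, with a gene-length offset the share was 73% without and 68.4% with the replicate block, and after thinning to the smallest total it was 74.2%, each above the limit of 60% set in advance, so these do not account for the skew. It may reflect the group itself, as a hypothesis, but ovo reads were not lower in these libraries, and RNA from other cells was not tested for this skew.

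Whether control stood apart from all other groups was tested by taking each group as the reference. With control as the reference, 20 genes were changed in the same direction against the 3 other groups, against 228 for the libraries labelled svb knockdown, 127 for SvbACT and 43 for SvbREP. Control was thus the least apart of the 4 groups by this count, which cannot exclude strain background for the 20 genes themselves.

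SvbREP replicate 3 lay apart from replicates 1 and 2. After thinning to its total, replicates 1 and 2 still correlated at 0.967, against 0.919 and 0.939 with replicate 3, so lower depth does not account for it. Enterocyte list genes had a median log2 difference of -0.167 in replicate 3, at percentile 59.8 of 10000 random lists, so the list gives no sign that RNA from enterocytes is the source. Its ovo level of 1751 CPM, against at most 16.3 in control and 61.1 in the libraries labelled svb knockdown, goes against a swap with those groups. Its CG42524 level of 281.6 CPM, against at most 11.1 in SvbACT, goes against a swap with SvbACT, although this gene was chosen with the library included. Other cell types and a biological difference between animals were not tested.

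Called genes lay next to each other more often than random positions give. Under the knockdown label, 74 pairs of neighbouring genes were called in the same direction, against a mean of 38.2 and a maximum of 60 over 10000 shuffles within chromosomes (permutation p 0.0001, the smallest possible). Without the 1306 pairs of neighbours that share exon sequence, there were 66 pairs against a mean of 31.9 (permutation p 0.0001, the smallest possible). The shares called on chromosomes X, 2 and 3 were 6.81%, 9% and 8.9%, a ratio of 1.32, under the limit of 1.5 for a background that affects the whole of 1 chromosome. A background local to a region, such as that around an insertion, would hardly move these shares, so the ratio cannot exclude it. SvbACT against control had 20 such pairs without shared exon sequence against a mean of 7.06, SvbREP 5 against 1.51 (permutation p 0.018) and SvbACT against SvbREP 39 against 17.3. Shared regulation of neighbours may contribute, as a hypothesis, but strain background, local or spread over several chromosomes, and reads shared between tandem paralogs were not tested, and the pattern cannot be told apart from them.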
